A study of Mus musculus with 22 samples.

How the data were processed

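The RNA came from mpkCCD cells, an immortalised mouse line derived from the cortical collecting duct of the kidney, grown on permeable supports. Unsorted wild-type (WT) cells received vehicle or dDAVP (desmopressin, an agonist of the vasopressin V2 receptor), with 3 libraries each. The 4 GFP reporter clones C1, C11, C43 and C50 all received dDAVP and were separated into a GFP-negative and a GFP-positive fraction, with 2 libraries per fraction and clone. Groups and replicate numbers were taken from the sample labels, which gave 22 libraries in 10 groups. The labels name several dDAVP doses and durations for the series and do not say which applied to which library, so dose and time were not analysed here.

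Per the labels' protocols, cDNA was made from total RNA with the SMART-Seq HT kit, libraries were prepared with Nextera XT, and sequencing was paired-end. The aligner, the counting tool, the genome build and the annotation were not stated in the labels or the table header. The authors deposited expression per gene and library as TPM, a transcript abundance scaled to a fixed total per library, in a table of 55415 lines of which 55414 carry an Ensembl mouse gene identifier and the remaining line is the GFP transcript. The deposited table also holds the authors' group means of TPM and a ratio of group means for each comparison, which were used only where named as the authors' values. In 100% of the lines the deposited mean equalled the arithmetic mean of the group's libraries. A further column (1 in number) held the highest value of each line and was not used. The 980 lines that share one of 79 gene symbols were summed per symbol, which left 54514 entries. In 0 groups did a pair of libraries hold identical values.

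Because TPM are scaled to a fixed total and keep no depth, the sequencing depth of each library is unknown. No count test, confidence interval from counts or detection floor was therefore used, and replicate spread is the only measure of precision. Group values are arithmetic means of TPM ± SD over libraries. Changes are differences of means of log2(TPM + 1), a pseudocount of 1, so that the change of genes with low TPM is understated.

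Gene-wise tests used limma 3.58.1 (with statmod 1.5.0) in R 4.3.3. Linear models were fitted to log2(TPM + 1) of genes with a mean TPM of at least 1 over the libraries of the comparison, followed by moderated statistics with a mean-variance trend. All tests were two-sided, p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 are called changed. The dDAVP comparison used the 6 WT libraries. The GFP comparison used the 16 clone libraries with the clone as a covariate. Changes within each clone came from a model with a mean per clone and fraction and a shared estimate of the spread. Moderated F-tests gave the interaction of GFP fraction with clone and the differences between clones. The 12 gene lists were compared with all other tested genes by limma's camera, with an inter-gene correlation of 0.01, and adjusted over the lists of a comparison. Aqp2 was left out of the lists. Aqp2 and GFP were also tested by two-sided exact permutation of library labels, within clones for the GFP comparison. Such permutations, and exchanges within pairs, count libraries or pairs of the same clone as separate. Their p-values therefore cover these 4 clones and not clones in general. The rank correlation of the dDAVP change with the GFP change was set against 100 exchanges of the fraction labels within pairs of libraries, the real arrangement included.

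Replicate numbers in the sample labels occur in both groups of each comparison, and this is where the pairing of libraries comes from. Fits with the replicate number (WT) or the clone and replicate number (clones) as a block were made beside those without. Whether same-numbered libraries deviate together was checked by correlating their deviations from the group means across genes.

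Genes named in the text were chosen by a rule: Aqp2, GFP, and in each comparison the 5 largest rises and 5 largest falls among called genes with a mean TPM of at least 5 and no overlap between groups (WT) or the same sign in all 8 pairs (clones), passing over genes with only a provisional symbol. Called genes of the principal-cell, NF-kB and cAMP lists could also be named. The grouping, the tests, the gene lists, this rule and most alternatives were fixed before the data were examined. The count of genes called in both comparisons, with its directions, was added after the data were seen. A group of 12 genes that opens the deposited table out of identifier order was singled out after the values were seen.

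The alternatives fixed beforehand were a pseudocount of 0.1, a filter at a mean TPM of 5 or any TPM above 0, median-ratio scaling, quantile normalization, moderation with no trend or with robust estimation, the replicate block, other sets of libraries or covariates, clone means as replicates, a minimum log2 change of 1, camera with the correlation estimated from the data, and leaving out each library or clone. Alternatives chosen after seeing the data were a correction for transcript length and GC content, alone and with the block, and the number of genes detected per library as a covariate. The correction fitted splines with 5 degrees of freedom to each library. Length and GC were those of the longest transcript in GENCODE M21, which covered 98.7% of tested genes in each comparison. That annotation was used for nothing else, and no coordinates are given because the build behind the table was not stated.

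The procedures were tested on simulated data with 200 genes changed by a known amount. At a log2 change of 2, the share recovered was 92.0% among 13494 genes for the dDAVP comparison, and 97.5% among 13113 genes for the GFP comparison. It was 89.5% for a single clone, 66.0% for the interaction and 96.5% for differences between clones. At a log2 change of 1 these shares were 59.0%, 90.5%, 39.5%, 8.5% and 73.0%. False calls made up 1.63% to 19.0% of calls, highest for the interaction at a log2 change of 1. In 20 of 20 simulated data sets of 16 clone libraries, camera found the 1 list shifted by a log2 change of 1. Smaller list shifts, and lists in the dDAVP comparison, were not simulated, so sensitivity to them is unknown. The simulated genes were independent, so false calls for lists of correlated genes were not tested. Figures were drawn with Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9.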

Results

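The data comprise 22 RNA-seq libraries from mpkCCD cells, a mouse collecting duct line that expresses the vasopressin-regulated water channel aquaporin-2 (Aqp2). Unsorted WT cells were given vehicle (3 libraries) or the V2-receptor agonist dDAVP (3 libraries). Clones C1, C11, C43 and C50 carry a GFP reporter, were all given dDAVP, and were split into GFP-negative and GFP-positive fractions with 2 libraries per fraction. The series title states the subject as variability of aquaporin-2 expression between cells, read out by a GFP reporter. Expression is given as the authors' TPM, which keep no depth, so sequencing depth is unknown. All log2 changes are on the log2(TPM + 1) scale, which understates the change of genes with low TPM.

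Libraries had a median of 12881 genes at a TPM of 1 or more (range 12293 to 14341 over 22 libraries). Mitochondrial transcripts made up 1.07% to 1.91% of TPM, and the 10 most abundant genes 5.93% to 9.50%. Ribosomal-protein transcripts made up 3.77% to 5.99% in 21 libraries and 8.02% in GFP-negative replicate 1 of clone C50. Replicates correlated across genes with a Pearson r of 0.964 to 0.976 in WT cells and 0.944 to 0.981 in the clones, while libraries of different groups gave 0.948 to 0.972 and 0.908 to 0.972. These are correlations across genes, which are not independent replicates. The number of genes with any TPM above 0 varied from 17177 to 31292. The widest gap in that number left 10 libraries at 17177 to 20250 and 12 libraries at 23135 to 31292, and members of both sets occurred in WT vehicle, in WT dDAVP, and in the GFP-negative and GFP-positive fractions.

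The first comparison asks which transcripts change when WT cells receive dDAVP. Aqp2 (ENSMUSG00000023013) was 69.1 ± 5.44 TPM (SD, n = 3) with vehicle and 2868 ± 139 TPM (SD, n = 3) with dDAVP, a 41.5-fold difference of means. The log2 change was 5.36 with a standard error of 0.078 (limma adjusted p 1.7e-07). A two-sided exact permutation test over 20 arrangements gave p 0.1, the smallest that 3 against 3 libraries allow. With the replicate number as a block the Aqp2 change was 5.36 (limma adjusted p 5.08e-05), with a mean correlation of same-numbered libraries of -0.114. The alternative that moved it most, median-ratio scaling, gave 5.53, and over 6 alternatives the adjusted p ranged from 3.51e-08 to 0.000239. GFP was 0.38 ± 0.329 TPM (SD, n = 3) with vehicle and 0.373 ± 0.397 TPM (SD, n = 3) with dDAVP in these cells without the reporter.

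Of 13494 genes tested, 1198 (8.88%) were called changed by dDAVP, 320 higher and 878 lower, and 129 of them by a log2 change of at least 1 (85 higher, 44 lower). In all 1198 the 3 dDAVP libraries lay beyond the 3 vehicle libraries. Such separation was seen in 35.8% of tested genes, against 10% by chance. The median change over all genes was -0.157. Scaling moved the balance of directions: 26.7% of calls were higher as deposited, 63.7% after median-ratio scaling (575 higher, 327 lower), 54.1% after quantile normalization (438 higher, 372 lower) and 59.6% after the length and GC correction (679 higher, 461 lower). Among the alternatives that use all 6 libraries, the replicate block called the fewest genes, 122 (98 higher, 24 lower), of which 119 were shared with the 1198. Same-numbered libraries did not deviate together, with correlations of -0.208, -0.0254 and -0.109 for replicates 1, 2 and 3. With the number of detected genes as a covariate 2554 genes were called, the most of these alternatives, 512 higher and 2042 lower. Among the 4 WT libraries with more genes detected (2 per group), 17 genes were called (2270 at an unadjusted p under 0.05) and the Aqp2 change was 5.36. The 2 WT libraries with fewer genes detected, 1 per group, differed in Aqp2 by 5.35 and allow no test.

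After Aqp2, the largest rises were in Cited1 (ENSMUSG00000051159), Baiap2l2, Spink8 and Aqp5. Cited1 rose from 0.997 ± 0.278 TPM (SD, n = 3) to 38.5 ± 1.04 TPM (SD, n = 3), a log2 change of 4.31 with a standard error of 0.139 (limma adjusted p 2.91e-05). Baiap2l2 changed by 3.30, Spink8 by 3.03 and Aqp5 by 2.84 on the log2 scale (adjusted p 0.000263, 9.52e-05 and 0.000145). The largest falls were -1.80 in Fras1 (ENSMUSG00000034687), -1.79 in Tmem191c, -1.64 in Srpk3, -1.55 in Col4a4 and -1.48 in Tgfbr3l. Fras1 went from 40.8 ± 5.82 TPM (SD, n = 3) to 11.2 ± 2.94 TPM (SD, n = 3), with an adjusted p of 0.00276. The fall of Tmem191c (adjusted p 0.0289) did not pass the threshold in 8 of 18 alternatives, and those of Srpk3 and Tgfbr3l in 2 of 18 each.

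The second comparison asks how GFP-positive cells differ from GFP-negative cells of the same clone under the same dDAVP treatment. The GFP transcript was 12.4 ± 1.17, 10.2 ± 0.566, 16.4 ± 1.69 and 8.11 ± 3.95 TPM (SD, n = 2 each) in the GFP-negative fractions of C1, C11, C43 and C50. In the GFP-positive fractions it was 1292 ± 3.24, 1327 ± 103, 1114 ± 70.5 and 1496 ± 101 TPM (SD, n = 2 each). Its log2 change over the 4 clones was 6.73 with a standard error of 0.169 (limma adjusted p 4.85e-12). A two-sided exact permutation test within clones gave p 0.001543, the smallest of 1296 arrangements. GFP in the 8 GFP-negative libraries lay above its level in the 6 WT libraries by 3.19 on the log2 scale, with a two-sided exact permutation p of 0.000333, the smallest of 3003 arrangements. That test was chosen after the values were seen.

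Aqp2 was 69.5 ± 4.29, 249 ± 19.2, 1624 ± 79.1 and 1243 ± 16.2 TPM (SD, n = 2 each) in the GFP-negative fractions of C1, C11, C43 and C50. In the GFP-positive fractions it was 2017 ± 13.5, 3002 ± 149.9, 6952 ± 428 and 4651 ± 342 TPM (SD, n = 2 each). The log2 change over the 4 clones was 3.11 with a standard error of 0.318 (limma adjusted p 4.74e-06). The two-sided exact permutation p was 0.001543 within clones, the smallest of 1296 arrangements, and 0.007812 over pairs, the smallest of 256. With clone and replicate number as a block the change was 3.11 (limma adjusted p 0.000197), with a mean correlation of same-numbered libraries of 0.0887. Leaving out clone C1 moved the Aqp2 change most, to 2.53, and over 12 alternatives the adjusted p ranged from 1.01e-06 to 0.00888. Among the 8 clone libraries with fewer genes detected the change was 3.17, and among the 8 with more it was 2.58.

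**Figure D1:**
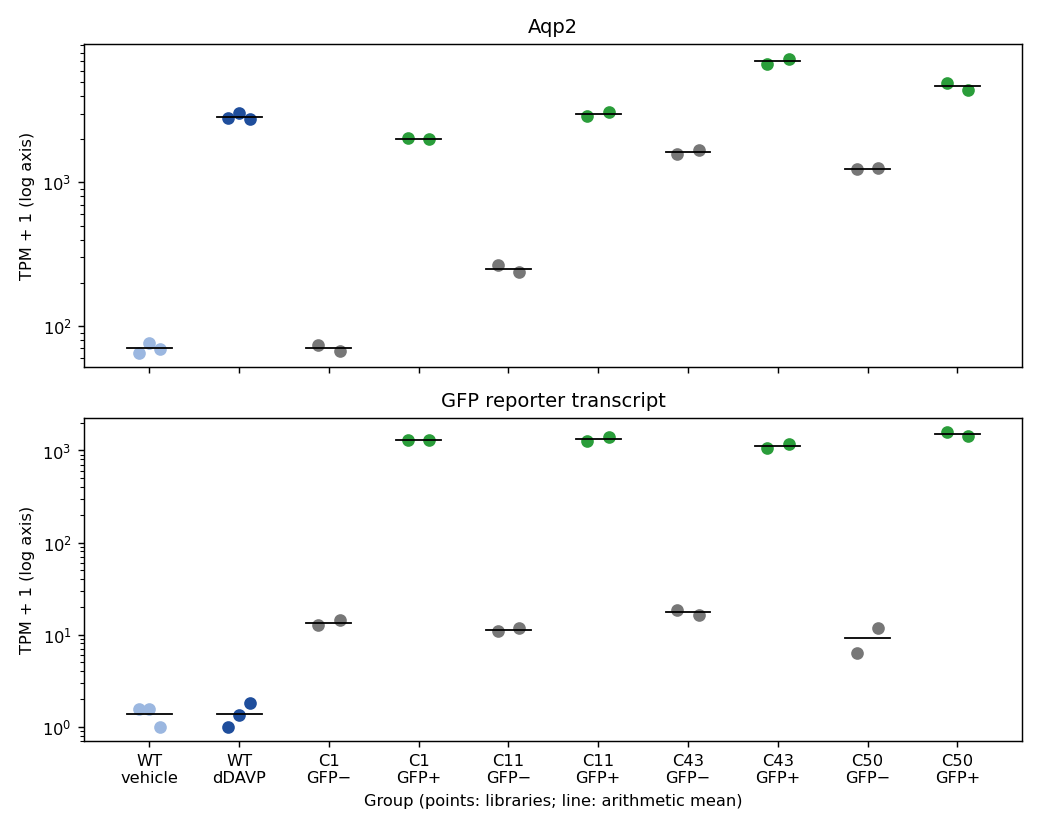
TPM + 1 of Aqp2 (top) and of the GFP transcript (bottom) on log axes, for the 10 groups on the horizontal axis. Points are libraries and lines are arithmetic group means. Aqp2 was 69.1 TPM in WT vehicle and 69.5 TPM in GFP-negative C1, but 1624 and 1243 TPM in GFP-negative C43 and C50.

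The Aqp2 difference between fractions was not the same in each clone. The log2 change was 4.84 in C1, 3.59 in C11, 2.10 in C43 and 1.90 in C50, each with a standard error of 0.0872 (limma adjusted p 7.16e-11, 2.01e-09, 2.5e-07 and 2.2e-07). The interaction of fraction and clone had an adjusted p of 2.15e-06 for Aqp2 and 0.188 for GFP. The ratios of means were 29.0, 12.04, 4.28 and 3.74 for Aqp2 and 103.9, 129.6, 68.05 and 184.6 for GFP, in the order C1, C11, C43 and C50. The authors' deposited table lists 29.01, 12.04, 4.28 and 3.74 for Aqp2. Between the highest and the lowest clone mean, Aqp2 spanned 23.4-fold in GFP-negative and 3.45-fold in GFP-positive fractions, and GFP 2.02-fold and 1.34-fold. Against WT dDAVP cells, the 8 GFP-positive libraries differed in Aqp2 by 0.38 on the log2 scale (two-sided exact permutation p 0.3636). The 8 GFP-negative libraries differed by -2.72 (two-sided exact permutation p 0.04242, or 0.08485 adjusted over both tests), where the smallest p of 165 arrangements is 0.006061. With median-ratio scaling the GFP-positive difference was 0.47. Clone and sorting cannot be told apart in these comparisons with unsorted WT cells.

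Of 13113 genes tested between GFP fractions, 4626 (35.3%) were called, 1582 higher and 3044 lower in GFP-positive cells. A log2 change of at least 1 was reached by 539 of them, 125 higher and 414 lower. The sign was the same in all 8 pairs for 3009 of the called genes, and in all 4 clone means for 4288. Calls were 34.2% higher as deposited, 51.1% after median-ratio scaling (2391 higher, 2292 lower), 50.5% after quantile normalization (2560 higher, 2513 lower) and 51.8% after the length and GC correction (2801 higher, 2607 lower). Among the alternatives that use all 16 libraries, the count moved most, apart from the minimum log2 change, with clone means as replicates, to 2406. With clone and replicate number as a block 4259 genes were called (1420 higher, 2839 lower), 4169 of them shared. The correlation of same-numbered libraries was 0.0544, 0.0151, 0.203 and 0.0825 in C1, C11, C43 and C50. With the number of detected genes as a covariate 4851 genes were called, 1642 higher and 3209 lower. Within the 8 clone libraries with fewer genes detected 120 genes were called (2636 at an unadjusted p under 0.05), and within the 8 with more, 3958. Each of those sets holds both fractions of only 3 clones.

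In single clones, 947 genes were called in C1 (303 higher, 644 lower), 1041 in C11 (293 higher, 748 lower), 2134 in C43 (562 higher, 1572 lower) and 3486 in C50 (1680 higher, 1806 lower). The higher share was 32%, 28.1%, 26.3% and 48.2%, and after the length and GC correction it was 50.2%, 49.7%, 52.1% and 50.4%. Median changes over all genes were -0.0616, -0.116, -0.156 and 0.0854. A model on the 4 libraries of C50 alone called only 22 genes. The GFP-negative replicates of C50 correlated at 0.9444, the lowest of the clone replicates. The count and higher share of C50 rest on a spread shared with the other clones and include that pair. The counts therefore do not rank the clones by the size of their GFP difference. Called in all 4 clones were 432 genes, 150 higher in each and 281 lower in each. The remaining gene, Mab21l4, named after its values were seen, changed by -0.80, 0.67, 0.55 and -0.50 in C1, C11, C43 and C50. Across genes, which are not independent replicates, the changes of a pair of clones correlated with a Spearman rho of 0.474 to 0.711. The interaction of fraction and clone was called in 114 genes (1691 at an unadjusted p under 0.05). With the fraction as a covariate, the clones differed in 3669 genes, which does not require a difference in each fraction. Leaving out single libraries gave between 42 and 5038 interaction genes and between 2744 and 5889 genes that differ between clones, and the filter on all genes above 0 gave 2653 of the latter.

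Beside GFP and Aqp2, the largest rises in GFP-positive cells were in Fxyd4 (ENSMUSG00000004988), Gsdmc2 and Gsdmc3. Fxyd4 was 336 ± 293 TPM (SD, n = 8) in GFP-negative and 1149 ± 826 TPM (SD, n = 8) in GFP-positive libraries, a spread that includes the differences between clones. Its log2 change with the clone as a covariate was 1.94 with a standard error of 0.145 (limma adjusted p 2.29e-07). Gsdmc2 and Gsdmc3 changed by 1.91 and 1.57 (adjusted p 1.22e-08 and 1.77e-05). They are close paralogs between which reads can be divided, so their separate values are uncertain. The largest falls were -4.14 in Spp1 (ENSMUSG00000029304), -3.96 in Fbln2, -3.76 in Slc4a11, -3.53 in Wnt10a and -3.43 in Psca. Spp1 was 58.3 ± 56.0 TPM (SD, n = 8) in GFP-negative and 1.47 ± 1.13 TPM (SD, n = 8) in GFP-positive libraries, with an adjusted p of 1.51e-07. Slc4a11 was 152 ± 58.5 TPM (SD, n = 8) and 10.3 ± 5.45 TPM (SD, n = 8), with an adjusted p of 8.86e-10. The same sign in 8 of 8 pairs was a condition for naming these genes, so it is no further evidence. The size of the fall differed between clones for Spp1 and Psca (interaction adjusted p 0.000785 and 0.00755).

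**Figure D2:**
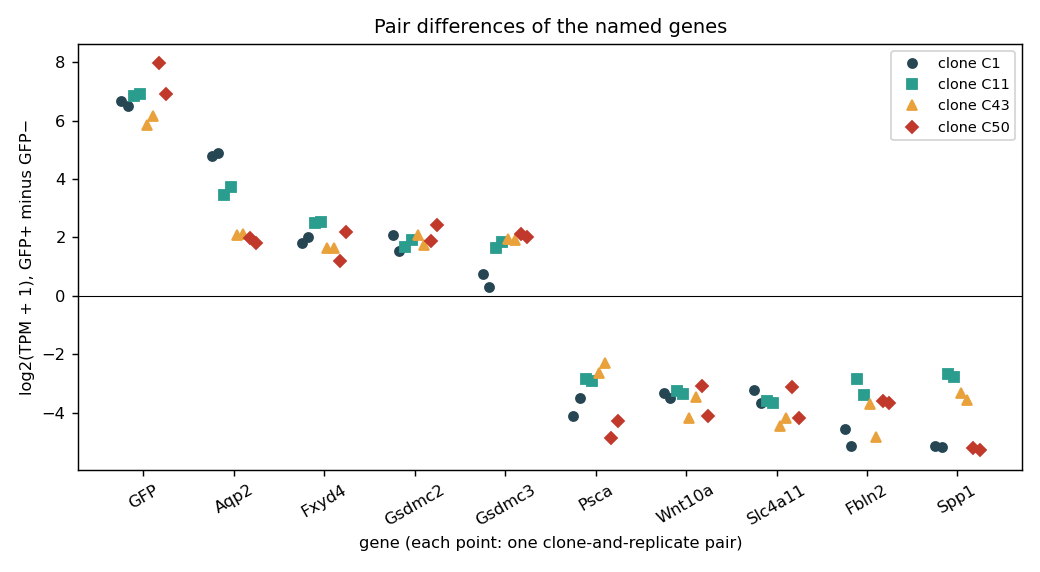
Differences in log2(TPM + 1) between the GFP-positive and the GFP-negative library of each clone and replicate number (vertical axis), for GFP, Aqp2, Fxyd4, Gsdmc2, Gsdmc3 and the 5 genes named above for the largest falls (horizontal axis). Each point is 1 of 8 pairs, with colour and shape for the clone. All pairs lie on the same side of 0 for each gene, which was a condition for naming all but GFP and Aqp2. Aqp2 falls from 4.84 in C1 to 1.90 in C50.

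The third question is how far the dDAVP change of WT cells and the difference between GFP fractions involve the same genes. Of 12765 genes tested in both, 685 were called in both, and 93.3% of these had the same direction (238 higher in both, 401 lower in both). Higher with dDAVP and lower in GFP-positive cells were 11 genes, and 35 were the reverse. With the replicate block, which moved this count most, 97 genes were called in both. Same-numbered libraries had mean correlations of -0.114 in WT cells and 0.0887 in the clones. Across genes, which are not independent replicates, the changes correlated with a Spearman rho of 0.174 and a Pearson r of 0.232. Exchanging the fraction labels within pairs 100 times gave a permutation p of 0.44 for rho, with rho reaching 0.499 in size in another exchange, and 0.26 for r. Per clone the rho was 0.118, 0.351, 0.346 and -0.0746 for C1, C11, C43 and C50. The alternative that moved rho most was leaving out clone C50 (0.310, permutation p 0.219). Cited1, Baiap2l2 and Spink8 were also higher in GFP-positive cells, by 1.47, 1.12 and 1.56 on the log2 scale (limma adjusted p 4.09e-08, 5.75e-05 and 1.86e-06). Aqp5 changed by 0.32, with an adjusted p of 0.0655 and a rise in 4 of 8 pairs. It did not pass the threshold in 26 of 34 alternatives (adjusted p 0.000567 to 0.387), and those in which it passed include median-ratio scaling, quantile normalization and the length and GC correction.

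**Figure D3:**
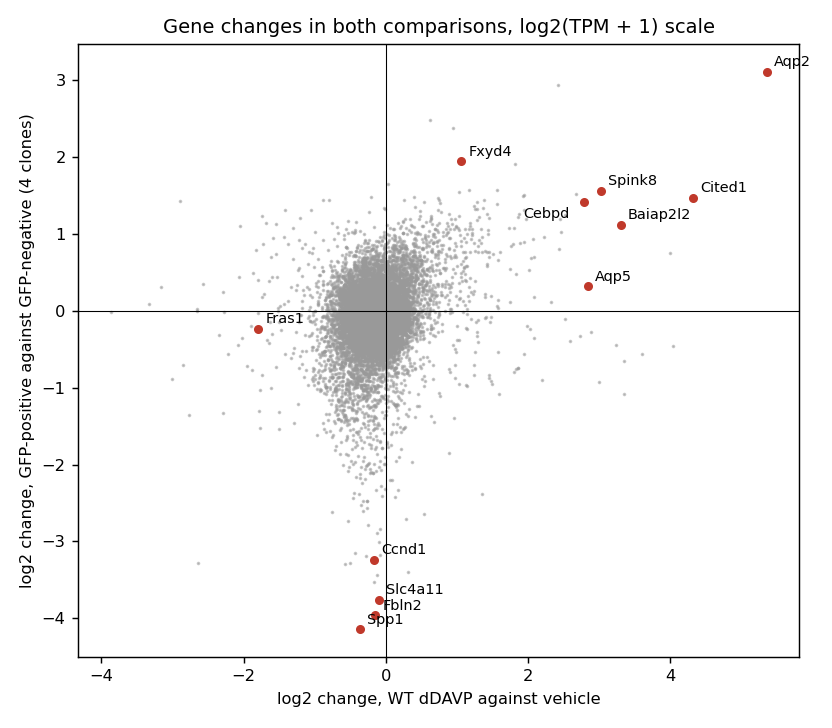
Log2 change of each of 12765 genes with dDAVP in WT cells (horizontal axis) against its log2 change between GFP-positive and GFP-negative fractions over 4 clones (vertical axis), both on the log2(TPM + 1) scale. Named genes are in red. Aqp2 lies at 5.36 and 3.11, while Spp1 lies at -0.37 and -4.14.

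The 12 gene lists ask whether collecting duct cell identity, cAMP signalling, proliferation or other programmes moved as a whole. The list called immediate early is in full the immediate early and dissociation list, so its changes cannot be assigned to signalling alone. Values are mean log2 changes relative to all other tested genes. With dDAVP, 8 lists had an adjusted p under 0.05. Higher were the cAMP response (0.46, adjusted p 5.53e-06), NF-kB (0.42, adjusted p 0.000217), intercalated cell (0.43, adjusted p 0.0033), cholesterol synthesis (0.21, adjusted p 0.000455) and glycolysis and hypoxia lists (0.18, adjusted p 0.0107). Lower were the S phase (-0.36, adjusted p 1.29e-12), G2 and M phase (-0.41, adjusted p 6.13e-11) and immediate early lists (-0.15, adjusted p 0.0275). Only 7 of the 18 intercalated cell genes were tested, and 0 of them were called as single genes. Of the 22 cholesterol synthesis genes tested, 0 were called. The principal cell list changed by 0.11 (adjusted p 0.118), short of the threshold. With the replicate block 7 lists passed, and the mean correlation of same-numbered libraries was -0.114. Estimating the inter-gene correlation from the data moved the count most, to 0 lists, with 4 at an unadjusted p under 0.05. Under median-ratio scaling the immediate early list fell short (adjusted p 0.139), and under quantile normalization the glycolysis and hypoxia list (adjusted p 0.127). The immediate early list also fell short with the replicate block and with the genes-detected covariate (adjusted p 0.0591 and 0.0592). With a mean TPM of at least 5 the intercalated cell and immediate early lists fell short (adjusted p 0.161 and 0.11), and with all genes above 0 the intercalated cell and the glycolysis and hypoxia lists (adjusted p 0.0709 and 0.174). With all genes above 0, 7 lists passed in total, so a list outside the 8 passed there.

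Between GFP fractions, 10 of the 12 lists had an adjusted p under 0.05. Higher in GFP-positive cells were the principal cell (0.74, adjusted p 1.8e-09), intercalated cell (0.50, adjusted p 0.00616), immediate early and dissociation (0.34, adjusted p 0.001), cAMP response (0.26, adjusted p 0.0238) and interferon lists (0.21, adjusted p 0.00732). Lower were the mesenchymal (-1.08, adjusted p 5.76e-05), G2 and M phase (-0.87, adjusted p 5.21e-16), NF-kB (-0.49, adjusted p 0.0109), S phase (-0.42, adjusted p 4.13e-07) and cholesterol synthesis lists (-0.22, adjusted p 0.0238). Only 7 of the 18 intercalated cell genes were tested, of which 3 were called higher and 0 lower. Only 10 of the 20 mesenchymal genes were tested, of which 8 were called lower and 0 higher. With clone and replicate number as a block 10 lists passed, and the mean correlation of same-numbered libraries was 0.0887. With the inter-gene correlation estimated from the data 3 passed. The cAMP response list fell short under median-ratio scaling, quantile normalization and the length and GC correction (adjusted p 0.0546, 0.076 and 0.0809), and the immediate early list under quantile normalization (adjusted p 0.0827). With a mean TPM of at least 5 the intercalated cell and cholesterol synthesis lists fell short (adjusted p 0.0505 and 0.0608). With all genes above 0, 11 lists passed. Exact exchange of the fractions within pairs gave a two-sided p of 0.00781 (0.0134 adjusted over 12 lists) for the principal cell, intercalated cell, cAMP response, immediate early, G2 and M phase, mesenchymal and NF-kB lists, each with all 8 pairs in the same direction. The S phase list was lower in 6 of 8 pairs (exact p 0.0312, adjusted 0.0468). The interferon (exact p 0.0859, adjusted 0.103) and cholesterol synthesis lists (exact p 0.0547, adjusted 0.0729) did not pass by exchange. The 8 pairs come from 4 clones, and pairs of the same clone are counted as separate. These exact p-values therefore do not extend to other clones. Single clones went the other way for the S phase list in C1, the interferon list in C50 and the cholesterol synthesis list in C11. Among the lists called in either comparison, 0 changed direction under any scaling or other alternative.

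**Figure D4:**
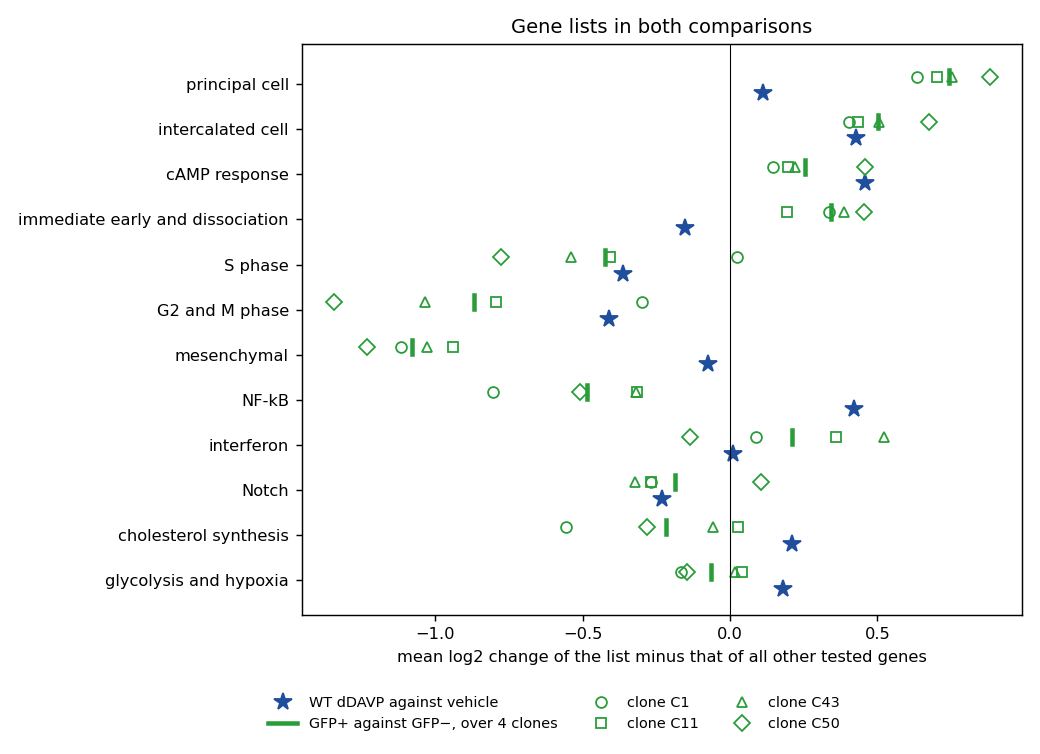
Mean log2 change of each of 12 gene lists minus that of all other tested genes (horizontal axis). Stars are WT dDAVP against vehicle, bars are GFP-positive against GFP-negative over 4 clones, and open symbols are single clones. The NF-kB list lies at 0.42 with dDAVP and -0.49 between GFP fractions, and the principal cell list at 0.11 and 0.74.

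Of 18 principal-cell genes tested in each comparison, 5 were called with dDAVP and 14 between GFP fractions, or 5 and 15 when adjusted over the list alone. Avpr2, the gene of the V2 receptor (ENSMUSG00000031390), was 176 ± 6.14 TPM (SD, n = 3) with vehicle and 262 ± 19.1 TPM (SD, n = 3) with dDAVP. It was 158 ± 16.2 TPM (SD, n = 8) in GFP-negative and 353 ± 21.6 TPM (SD, n = 8) in GFP-positive libraries. Its log2 changes were 0.57 (limma adjusted p 0.00722) and 1.16 (adjusted p 5.03e-09). Scnn1g and Ptger1 changed in opposite directions, by -0.75 and -0.88 with dDAVP (adjusted p 0.0295 and 0.0132) and by 1.14 and 1.44 between fractions (adjusted p 8.27e-06 and 4.26e-07). The dDAVP change of Scnn1g did not pass in 10 of 18 alternatives, nor that of Ptger1 in 3 of 18. Of 18 cAMP-response genes, 6 and 14 were called (7 and 16 over the list), among them Pde4b, with 2.44 and 0.81, and Crem, with 1.30 and 0.76. The 6 were all higher with dDAVP, while of the 14 between fractions 9 were higher and 5 lower. Areg went opposite ways, by 0.50 with dDAVP and -0.74 between fractions (adjusted p 0.0431 and 0.00399). Its dDAVP change did not pass in 9 of 18 alternatives. Of 18 NF-kB genes, 4 and 10 were called (8 and 11 over the list). The 4 called with dDAVP were C3, Cxcl5, Cxcl1 and Nfkbia, higher by 1.88, 1.48, 0.63 and 0.33. The change of Nfkbia did not pass in 10 of 18 alternatives, that of Cxcl1 in 3 of 18 and that of Cxcl5 in 2 of 17. That of C3 passed in all 18. With the replicate block Nfkbia, Cxcl1 and Cxcl5 all fell short (limma adjusted p 0.152, 0.0672 and 0.0882). Between fractions C3 was higher by 1.26, and Cxcl5, Cxcl1 and Nfkbia were not called (0.19, -0.24 and -0.13; adjusted p 0.394, 0.0643 and 0.21). Relb and Tnfaip3 differed between fractions by -1.70 and -1.73 (adjusted p 8.86e-10 and 1.38e-05) and by 0.02 each with dDAVP (adjusted p 0.924 and 0.931).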

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

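Tests chosen only after the result was seen are, in this part, the clone-marker, single-library and genes-detected tests of GFP-negative replicate 1 of clone C50, and the tests of the scaling and of that library on the interaction genes. A sample lying far from the others was sought in 95 sets of 8 values, by the gap to its nearest neighbour relative to the whole range, with Dixon's 95% critical value as the limit. This search, and that for named genes with an interaction, first covered part of the named genes. Both were widened to all named genes after the results for that part were seen. Such a sample was found in 12 sets, where 4.75 are expected by chance. The sets share libraries, and all but the Cxcl5 set involve GFP-negative replicate 1 of clone C50 or the pair it belongs to.

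Ribosomal-protein transcripts made up 8.02% of TPM in GFP-negative replicate 1 of C50, while the other 7 GFP-negative libraries lay between 4.15% and 5.20% (gap over range 0.727). Leaving out replicate 2 of that group, so that replicate 1 alone represents it, raised the number of interaction genes from 114 to 5038. With the length and GC correction the number was 2830, so transcript length and GC content could account for part of the distance. Removing ribosomal-protein genes and rescaling left 4784, and the number of genes detected as a covariate left 5075, so neither change brought the number down to the level of the other fits that left out a library. The log2 difference between replicates 1 and 2 correlated with transcript length (Spearman rho -0.454 across genes, against 0.0173 to 0.314 in size in the other 7 groups). A mix-up of labels was weighed as well. Over all genes the library was slightly closer to another group's mean than to its own replicate (difference in r -0.00608), and to another single library (-0.00435, the nearest being GFP-negative replicate 2 of C43 with r 0.9487). Over the 200 genes that best part the clones in the other libraries, its lowest r with a C50 library exceeded its highest r with a library of another clone by 0.689, which goes against another clone under its label. The biological state of the cells behind the library was not tested.

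In 9 genes the difference between fractions in pair 1 of C50 lay far from that in the other 7 pairs. The gap over range was 0.571 for Tmem191c (2.01 against at most 0.62), 0.714 for Scnn1a (1.84 against at most 0.50), 0.547 for C3 (2.73 against at most 1.53) and 0.617 for Nr3c2 (2.24 against at most 0.96). It was 0.687 for Npnt (2.28 against at most 1.03), 0.558 for Nfkb2 (0.51 against at most -0.32), 0.761 for Nr4a1 (2.28 against at most 0.71), 0.544 for Pde4d (2.43 against at most 1.15) and 0.615 for Dusp4 (1.41 against at most -0.47). With GFP-negative replicate 2 put in the place of replicate 1, the pair lay beyond the critical value in 0 of the 9 genes, which suggests that the GFP-negative library and not the GFP-positive one sets the pair apart. After correction for the transcript length and GC bias of the library, 3 of the 9 remained beyond it: Npnt, Nr4a1 and Scnn1a. These far values are therefore a candidate technical effect of that library, and no biological explanation can be separated from it.

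The Notch list changed by 0.47 relative to other genes in pair 1 of C50, and by at most -0.15 in the other 7 pairs (gap over range 0.721). After the length and GC correction the change was 0.126 in that pair and at most -0.176 in the other 7 pairs (gap over range 0.679). Length and GC content could therefore account for part of the distance, but alone are an unlikely cause. The pair contains the library described above, and the pattern cannot be told apart from that.

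Cxcl5 differed by -0.86 between fractions in pair 2 of C43 and by -0.02 to 0.55 in the other pairs (gap over range 0.597). After the length and GC correction the gap over range was 0.566. With 4.75 far values expected by chance among 95 sets, this may be one of them.

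The effect of the GFP fraction differed between clones in 114 genes by the interaction test. Among 100 groupings of the 8 pairs into 4 sets of 2 (105 are possible, clone means removed), 1 gave as many, the real one. The next gave 109 and keeps 2 of the clones together, so it is in part the real grouping. Among the 57 groupings that keep no clone together, the most was 74. For Aqp2 the interaction had an adjusted p of 2.15e-06. Over 3 other scalings its largest adjusted p was 0.000228 and its smallest 3.01e-07, so library scaling is unlikely to be the cause. Within the design, a difference between clones in how the GFP signal follows Aqp2 is a hypothesis that remains.

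Of the other named genes, 10 had an interaction. The adjusted p was 0.0379 for Col4a4, 0.000785 for Spp1, 0.00755 for Psca, 0.0075 for Areg, 0.0422 for Cxcl10 and 0.0141 for Lcn2. It was 0.0292 for Cdk4, 0.00309 for Cdk1, 0.00564 for Ccnb2 and 0.0113 for Gadd45a. The last 4 of these belong to a set of 12 genes singled out after their values were seen. Spp1 fell by 5.15, 2.72, 3.44 and 5.24 on the log2 scale in C1, C11, C43 and C50, and Ccnb2 fell by 0.77, 1.37, 1.76 and 2.43. Areg changed by -1.51, 0.18, -0.98 and -0.65. Counting Aqp2, 7 of the 11 genes passed under each of the 3 other scalings, one of them a length and GC correction. Lcn2 and Gadd45a fell short only under median-ratio scaling (adjusted p 0.0802 and 0.101), Col4a4 under quantile normalization and the length and GC correction (0.0525 and 0.162), and Cdk4 under all 3 (0.173, 0.0791 and 0.0636). For these 4 the scaling may contribute, and for Col4a4 and Cdk4 the length and GC bias of the libraries as well. Without the outlying GFP-negative replicate 1 of clone C50, 10 of the 11 passed, all but Cxcl10, in a fit where that group has 1 library.

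In 4 lists, both pairs of a clone moved one way relative to other genes and both pairs of another clone the other way. These differences between clones were not tested. The S phase list was higher in both pairs in 1 clone (C1, by 0.04 and 0.01) and lower in the others. The interferon list was higher in both pairs in 3 clones and lower in C50 (-0.15 and -0.12). The cholesterol synthesis list was higher in both pairs in 1 clone (C11, by 0.03 and 0.03), and so was the glycolysis and hypoxia list in 1 clone (C11, by 0.01 and 0.07). After correction for transcript length and GC bias of the libraries, 4 of the 4 lists still showed it. The opposite signs stayed, but the correction moved some of the small values. In pair 1 of C50 the interferon list went from -0.15 to -0.07, and in pair 1 of C1 the S phase list from 0.04 to 0.02. In pair 1 of C11 the cholesterol synthesis list went from 0.03 to 0.07. The smooth trend that the correction removes may therefore contribute to the size of these shifts. Bias of another form was not tested. Several of these shifts are close to 0.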

How the results depend on the processing

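The alternatives with a length and GC correction or with the number of genes detected were chosen after seeing the data. The count of genes called with dDAVP, 1198 as deposited, became 442 with all genes above 0 in the filter. It was 691 (623 shared) with no trend in the moderation and 789 (636 shared) with all 22 libraries in the fit. With a log2 change of at least 1 it was 129. With the replicate block it was 122 (119 shared), and with the block and the length and GC correction 219 (201 shared). With the genes-detected covariate it was 2554. It ranged from 314 to 2038 across the 6 fits that each left out a library, and the share higher from 18.3% to 48.7%.

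Against 4626 genes called between GFP fractions, 2406 (2378 shared) were called with clone means as replicates and 539 with a log2 change of at least 1. The count ranged from 4170 to 6043 across the 16 fits that each left out a library. In single clones, the filter on all genes above 0 gave 609 in C1, 607 in C11, 1346 in C43 and 2291 in C50. The length and GC correction gave 1431 in C1. Fitting only the 4 libraries of a clone gave 2029 in C11 and 22 in C50 (20 shared). The interaction count was 234 with quantile normalization and 278 with the length and GC correction. It ranged from 42 to 5038 across the 16 fits that each left out a library, each of which leaves a group with 1 library, and differences between clones ranged from 2744 to 5889 genes.

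Genes called in both comparisons, 685 as deposited, numbered 277 with all genes above 0, 410 with no trend, 97 with the replicate block, 185 with the block and the length and GC correction, and 1111 with the genes-detected covariate. Leaving out a library gave 209 to 827, of which 83.3% to 97.0% had the same direction. With the inter-gene correlation estimated from the data, 0 of the lists passed with dDAVP (4 at an unadjusted p under 0.05, lowest adjusted p 0.0762) and 3 between GFP fractions (lowest adjusted p 0.0136). Leaving out a library gave 7 to 9 lists with dDAVP and 9 to 10 between fractions. For all of these counts the cause was not tested, except as described under other observations.

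The Aqp2 changes passed the threshold in the same direction under each alternative run. They ranged from 5.35 to 5.53 with dDAVP and from 2.53 to 3.51 between fractions, with adjusted p up to 0.000239 and 0.00888. Leaving out a library gave 5.30 to 5.41 and 2.94 to 3.23. In single clones, where leaving out a library allows no test, the change was 4.78 to 4.90 in C1, 3.51 to 3.66 in C11, 2.03 to 2.16 in C43 and 1.83 to 1.98 in C50. The rank correlation of both changes lay between 0.0977 and 0.310 over the other alternatives, with permutation p from 0.219 to 0.75, and from 0.0803 to 0.276 when a library was left out (permutation p 0.28 to 0.78). Aqp2 in clones against WT dDAVP stayed short of the threshold under a pseudocount of 0.1 and median-ratio scaling.

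For the 110 other results on named genes and lists, 3011 fits were made under alternatives. In 2800 the direction and the side of the threshold were those reported, 202 were weaker, 9 were stronger and 0 were reversed. The replicate block cost most among the 30 genes named in the dDAVP comparison, of which 17 no longer passed. Pairs of same-numbered WT libraries correlated at -0.208, -0.0254 and -0.109. As TPM keep no depth, how far depth limits the calls of low genes cannot be judged from these values.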

Other observations

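In this part, the tests of transcript length and GC content, of the number of genes detected, of carry-over, of the genes moved by dDAVP and of cycling cells were chosen only after the result was seen. Those on other splits of the libraries were not.

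For the dDAVP comparison, the 6 WT libraries allow 10 splits into 3 and 3. The real split was the only one (1 of 10) with as many as 1198 genes, the next giving 4, and the only one with as many as 8 lists, the next giving 6. Of the 4 splits that part all same-numbered pairs, 1 gave as many genes and 1 as many lists, in each case the real one. So few splits cannot give a share under 0.05, so the counts cannot be told apart from an accidental arrangement by this test. For the GFP comparison, 1 of 100 exchanges of the fractions within pairs (128 are possible) gave as many genes and 1 of 100 as many lists, both the real one. The next gave 2550 genes and 9 lists against 4626 and 10, so list counts come close to the real one when few pairs are exchanged. For differences between clones, 1 of 100 groupings of the 8 pairs gave as many genes, the real one. The next gave 2807 against 3669 and keeps 2 of the clones together, and among the 57 groupings that keep no clone together the most was 149.

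The predominance of lower calls with dDAVP may be technical. The higher share was 26.7% as deposited, 59.6% after the length and GC correction, 63.7% after median-ratio scaling and 54.1% after quantile normalization. As each of these centres the libraries, an effect of transcript length and GC content on the balance cannot be told apart from centring. The dDAVP change correlated with transcript length across genes (Spearman rho -0.378). After the correction 1140 genes were called with dDAVP, 752 of them shared with the 1198, and 5408 between GFP fractions, 3966 of them shared with the 4626. The first count fell and the second rose, and which genes are called depends in part on the correction. The rank correlation of both changes had a permutation p of 0.22 after the correction, 0.219 to 0.75 over the alternatives that leave out no single library, and 0.28 to 0.78 when a library was left out.

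The number of genes detected above 0 splits the libraries in a way that the groups do not follow, and the labels name no batch. With that number as a covariate 2554 genes were called with dDAVP and 4851 between GFP fractions, so it is unlikely to be the source of either set of calls. Within the 8 clone libraries with fewer genes detected, which include GFP-negative replicate 1 of C50, 120 genes were called, against 3958 within the 8 with more, and the cause of that gap was not tested. Same-numbered libraries that lay on the same side of their group means in this number (4 sets) correlated at -0.0254 to 0.203, and those on opposite sides (3 sets) at -0.208 to 0.0151. A candidate explanation is that the pairing check reads this number and not a shared culture or sort, but 7 sets are too few to decide.

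GFP-negative cells of C43 and C50 held much Aqp2 transcript. If all GFP in a GFP-negative fraction came from GFP-positive cells carried over, 1.47% and 0.542% of the GFP-positive level would be left in C43 and C50, and carry-over could account for 6.29% and 2.03% of their Aqp2. In C11 it could account for 9.29% and in C1 for 27.9%. Carry-over therefore is an unlikely cause of most of the Aqp2 in GFP-negative C43 and C50. That these cells express Aqp2 with little reporter transcript is a hypothesis that remains. The ratio of Aqp2 to GFP was 5.59, 24.4, 99.2 and 153 in the GFP-negative fractions of C1, C11, C43 and C50, and 1.56, 2.26, 6.24 and 3.11 in the GFP-positive ones.

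A candidate explanation for the overlap of both comparisons is that the GFP-positive fraction holds the cells that respond more to dDAVP. The 82 genes raised by dDAVP by at least 1 on the log2 scale, without Aqp2, were higher in GFP-positive cells by 0.998 relative to other genes. This held in 8 of 8 pairs and for 79 of the genes (two-sided exact p 0.007812, the smallest of 256 exchanges). As pairs of the same clone are counted as separate, the exact p-values here cover these 4 clones only. The clones gave 0.883, 0.938, 1.06 and 1.11. The 40 genes lowered by dDAVP to the same extent did not follow: their relative change was -0.0567, lower in 5 of 8 pairs (exact p 0.5625), with clones from -0.378 to 0.212. All 873 genes called lower with dDAVP, whatever the size of the change, were lower by the same measure (-0.288, 8 of 8 pairs, exact p 0.00781). With the length and GC correction in both comparisons this was -0.303 over 457 genes (7 of 8 pairs, exact p 0.0156), and 0.122 over the 23 genes lowered by at least 1 (exact p 0.469). The raised genes met the hypothesis, and the lowered genes did so only when small changes were included.

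Fewer cycling cells in the GFP-positive fraction is a possible explanation for the lower G2 and M phase list, which was lower in 8 of 8 pairs. The S phase list was lower in 6 of 8 pairs and not in C1, so fewer cycling cells would not explain the lists in every clone. The 12 genes that open the deposited table out of identifier order, singled out after the values were seen, are mostly cell-cycle genes, and 9 were called lower and 2 higher in GFP-positive cells, with Cdk6 not called. Ccnd1 changed by -3.24 and Cebpd by 1.42 on the log2 scale, and with dDAVP Cebpd changed by 2.79.

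The NF-kB list was higher with dDAVP (0.42) and lower in GFP-positive cells (-0.49), where all 8 pairs were lower. Most genes called over all tested genes differed. Of the 4 called with dDAVP, 0 were called lower in GFP-positive cells over the 4 clones, and C3 was called higher in both. Within single clones, Cxcl1 (-0.73, limma adjusted p 0.00116) and Nfkbia (-0.42, limma adjusted p 0.0346) were called lower in C1. Neither was called in C11, C43 or C50. Cxcl2 did go opposite ways. It changed by 0.77 with dDAVP, short of the threshold (limma adjusted p 0.0846), and by -1.11 between fractions (limma adjusted p 0.000588). The difference between these comparisons was not tested, and no explanation for it was tested.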
